A study of Mus musculus with 15 samples. Its data were reported in "Intronic Enhancer Is Essential for Nr5a1 Expression in the Pituitary Gonadotrope and for Postnatal Development of Male Reproductive Organs in a Mouse Model" (2022).

How the data were processed

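Whole pituitary glands of PE+/− and PE−/− mice of both sexes were profiled by RNA-seq, with 1 library per sample and 15 libraries in all. Per the study's methods, the authors trimmed paired reads with cutadapt, mapped them to mm10 with STAR and counted them with featureCounts at default settings. The deposited values were whole-number estimated counts per gene with no normalization. The names of the genes, an assembled locus or an Ensembl gene followed by the symbol, and the values themselves were those of an assembly exported as coverage-based estimated counts, a step that the methods do not state. In 20333 genes with a single transcript, the value 5 was 1.41 times as frequent as its neighbours, 9 was 1.20 times and 13 was 1.10 times, so that about 4 counts stood for 1 fragment. The annotation release is not stated. The default settings of featureCounts count both strands alike, but whether they apply to the deposited values is not known, which leaves genes that overlap others, antisense transcripts and near-identical copies uncertain. Isolated gonadotropes, which the study also sequenced, were not analysed here.

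The count table had 55523 rows, each treated as 1 gene, of which 28933 carried an assembled locus and 26590 an Ensembl gene. Coordinates were taken from GENCODE M21 on mm10, to which 55366 rows were matched, and describe annotated genes rather than the assembled transcripts. There were 1053 loci with more than 1 row (2599 rows), and 93 symbols were held by more than 1 row. For a symbol with several rows the row with the most counts was used. Each column was matched to its sample by its name, and 0 columns were left unmatched. Library totals ran from 12982794 to 30238443 counts. A gene at or under 12 counts, 3 fragments, in all libraries of a group was taken as at the floor, and its change was given as a bound. Reads had no molecular identifiers, so floors cover counting error only. Replicates of a group differed by more than counting noise in every pair (chi-square per degree of freedom 21.9 to 70.7, over genes with at least 20 counts in the pair).

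Comparisons were made in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), scaled by TMM factors and tested by the quasi-likelihood F test on the libraries of the groups compared, with Benjamini-Hochberg adjustment and a threshold of 0.05. Tests were two-sided. The standard error of a log2 fold change was computed as its size divided by the square root of F. The comparisons, fixed before the data were examined, were PE−/− against PE+/− in males (8 libraries) and in females (7 libraries), females against males in PE+/− (8) and in PE−/− (7), and the interaction of genotype and sex (15). The common biological coefficient of variation was 42.0%, 44.3%, 44.1%, 41.3% and 46.9% in these fits. Lower genes were also counted past a log2 fold change of −2, the limit that the study used. CPM values used the library sizes after TMM scaling, and log CPM for the principal components had a prior count of 2. Overlap of the sexes was tested by Fisher's exact test.

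The genes named were fixed by a rule. They were the 10 gonadotrope genes (Nr5a1, Lhb, Fshb, Gnrhr, Cga, Spp1, Tgfbr3l, Grem1, Nr0b2 and Nr0b1), Gh, Prl, Pomc and Tshb, for each sex the 5 genes that fell and the 5 that rose with the smallest adjusted p among genes past the threshold with separate groups and a mean of at least 20 counts, the 5 with the smallest adjusted p of the interaction and of each comparison of the sexes, and Xist and 4 Y-linked genes. Genes outside the rule, such as those lower in both sexes and those named beside an overlapping gene, were chosen after their values were seen.

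Marker lists were tested with fry and camera of limma 3.58.1, with Benjamini-Hochberg adjustment over the lists of a comparison and at least 3 tested members. The lists were gonadotrope, somatotrope, lactotrope, corticotrope, melanotrope, thyrotrope, stem or folliculostellate, posterior lobe, endothelial, immune, erythroid, immediate early and oestrogen-induced. The posterior lobe list had too few tested members in females. Camera used a preset correlation of 0.01 and, as an alternative, one estimated per list.

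The alternatives were DESeq2 1.42.0, DESeq2 size factors in edgeR, library totals, no low-count filter, a filter of 1 CPM, the likelihood ratio test of edgeR, summing per locus, leaving out genes with both a library at 0 and one of at least 20 counts within a group, one fit on all 15 libraries, the replicate number as a block, and leaving out each library in turn. Counts divided by 4, the likelihood ratio test with no low-count filter, and the interaction of the lists with all its alternatives were chosen after seeing the data. The scripts were tested on simulated data with 200 changed genes, each with a log2 fold change of 2 up or down. Recovery of smaller changes was not simulated. The quasi-likelihood test recovered 65.8% of 184 tested changed genes in the male design with 2 false calls, 46.2% of 182 in the female design with 4, 45.8% of 179 in the PE−/− sex design with 0, and 37.6% of 194 for the interaction with 3. In the same designs the likelihood ratio test recovered 153, 123, 136 and 109 of the changed genes, where the quasi-likelihood test recovered 121, 84, 82 and 73, and made 53, 59, 48 and 28 false calls. DESeq2 recovered 154, 130, 144 and 109 and made 68, 81, 78 and 35. Of 20 unchanged lists, 1 passed the threshold under fry, and the changed list had an adjusted p of 1.11e-05.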

Results

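RNA-seq of whole pituitary glands covered 15 libraries of mice that lacked one or both copies of the pituitary enhancer (PE) of Nr5a1, the gene for the nuclear receptor Ad4BP/SF-1. In the pituitary this receptor is made in gonadotropes, the cells that secrete the luteinizing and follicle-stimulating hormones. Mice that lacked it on one chromosome only (PE+/−) were the controls for mice that lacked it on both (PE−/−), with 4 libraries each of PE+/− males, PE−/− males and PE+/− females and 3 of PE−/− females. Replicates 1, 2, 3 and 4 had totals of 15135265, 22411476, 17324280 and 15294104 estimated counts in PE+/− males and 19080372, 25391417, 20889649 and 17785495 in PE−/− males. The totals were 12982794, 23451887, 18374072 and 15689524 in PE+/− females and 17606866, 30238443 and 22129255 in PE−/− females. About 4 counts stood for 1 fragment, and 12 counts were taken as the floor of detection. The 10 genes with the most counts took from 18.1% to 27.9% of a library (Gh alone, 6.2% to 17.7%). Xist and 4 Y-linked genes were as the labels state in every library: the means of Xist were 49.9 ± 11.1 and 61.9 ± 20.4 CPM in PE+/− (SD, n = 4) and PE−/− females (n = 3), against 0.112 ± 0.153 and 0.141 ± 0.163 CPM in the PE+/− and PE−/− males (n = 4 each). On a principal component analysis of all libraries, the first component (14.4% of the variance) set the PE+/− females (scores 52.8 to 95.8) apart from the 3 other groups (−43.0 to −5.68).

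The targeted gene was looked at first, since it checks the labels. Nr5a1 (MSTRG.13371 in the files, chromosome 2, 38692656 to 38714542, minus strand, mm10) had 1138, 751, 751 and 621 counts in the PE+/− males and 6, 9, 0 and 13 counts in the PE−/− males. It had 431, 953, 661 and 744 counts in the PE+/− females and 10, 29 and 15 counts in the PE−/− females. In the annotation its intron 6, the intron that holds the enhancer, ran from 38694265 to 38700174 (5910 bp) between exons 6 and 7. The group means were 50.3 ± 20.5 CPM in PE+/− males and 0.347 ± 0.304 CPM in PE−/− males (SD, n = 4 each), which left 0.691% of the control level. They were 38.8 ± 5.13 CPM in PE+/− females (n = 4) and 0.724 ± 0.151 CPM in PE−/− females (n = 3), which left 1.87%. The log2 fold change was −7.19 (SE 0.75, edgeR quasi-likelihood adjusted p = 0.0117) in males and −5.72 (SE 0.24, edgeR adjusted p = 0.000253) in females. The change was not shown to differ between the sexes (interaction log2 fold change 1.48, edgeR adjusted p = 0.538). Leaving out single libraries moved the value the most, to −7.80 without PE−/− male replicate 4 and to −6.78 without PE−/− male replicate 3. Without PE−/− male replicate 1 (log2 fold change −7.15) or PE−/− male replicate 2 (−7.20) Nr5a1 was no longer past the threshold in males, while every fit that left out a female library kept it past the threshold. Of the genes within 500 kb of Nr5a1, 14 were tested in both sexes, 4 of them were lower in both and 4 were higher in both. None was past an adjusted p of 0.05, and 1 in males and 3 in females had an unadjusted p under 0.05. Gm13589 had the smallest adjusted p of these neighbours in each sex. Its log2 fold change was 1.74 in males (edgeR adjusted p = 0.685) and 2.02 in females (edgeR adjusted p = 0.0634).

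The comparison of PE−/− with PE+/− males asked which transcripts besides Nr5a1 changed with the loss of the enhancer. The study reports lower testicular testosterone in adult PE−/− males. A change that follows from altered gonads was not told apart from one that starts in gonadotropes. Of 17392 genes tested, 23 were past an adjusted p of 0.05 in edgeR's quasi-likelihood test, 8 higher and 15 lower, and 12 of the lower ones had a log2 fold change under −2. At an unadjusted p under 0.05 there were 1067. The count rested on the test used: DESeq2 gave 206 genes, which included all 23, and 40 lower genes past −2. It also rested on single libraries, with 11 genes without PE−/− male replicate 2, 13 without PE+/− male replicate 4 and 35 without PE−/− male replicate 4. Lower genes past −2 came to 5, 6 and 18 in these 3 fits.

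A list of 10 gonadotrope genes tested whether the fall went beyond Nr5a1. It was fixed before the data were examined and holds genes that the study measured by qRT-PCR or names as candidates. Nr5a1 is itself on the list, so its own fall is part of every count and set test of the list. Only the other members bear on the question. In males 9 list genes were tested, Nr5a1 among them, and all 9 were lower, with a median log2 fold change of −5.03. Of these, 4 (Nr5a1, Lhb, Gnrhr and Nr0b1) were past the threshold over all genes. Adjusted over the list alone, 8 were past it, all but Cga. The study picked part of the list on these same libraries. The counts, the medians and the set tests of the whole list are therefore not independent evidence. In females 9 list genes were tested, Nr5a1 again among them, and 8 were lower, with a median of −3.67. There, 6 (Nr5a1, Lhb, Gnrhr, Spp1, Tgfbr3l and Nr0b1) were past the threshold over all genes and 7 when adjusted over the list alone, Fshb in addition. Nr0b2 had too few counts for a test within either sex, at 0.998 ± 0.778 CPM in PE+/− males and 0 in each PE−/− male (SD, n = 4 each). The male count over all genes changed with the test and with the libraries, to 8 under DESeq2, 7 in the fit on all 15 libraries, 2 without PE+/− male replicate 4, 1 without PE−/− male replicate 1 and 0 without PE−/− male replicate 2. In that last fit 9 list genes had an unadjusted p under 0.05.

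Lhb (MSTRG.22071, chromosome 7, 45420820 to 45421897) fell from 425 ± 120 to 13.04 ± 6.65 CPM in males (SD, n = 4 each), a log2 fold change of −5.03 (SE 0.55, edgeR adjusted p = 0.0132), and from 205 ± 30.8 (n = 4) to 16.2 ± 6.21 CPM (n = 3) in females, −3.67 (SE 0.30, edgeR adjusted p = 0.00698). In males it lost the threshold without PE+/− male replicate 4 (−5.11) and without PE−/− male replicate 1 (−5.11), 2 (−5.19) or 3 (−5.17). Gnrhr (MSTRG.18730, chromosome 5, 86180754 to 86197901) fell from 148 ± 37.4 to 5.48 ± 2.67 CPM in males, −4.76 (SE 0.45, edgeR adjusted p = 0.00991), and from 95.8 ± 13.2 to 6.87 ± 2.44 CPM in females, −3.80 (SE 0.29, edgeR adjusted p = 0.00633). It lost the threshold in males without PE−/− male replicate 2 (−4.74). Fshb (MSTRG.13873, chromosome 2, 107056140 to 107059656) went from 2705 ± 568 to 72.5 ± 48.9 CPM in males, −5.22 (SE 0.72, edgeR adjusted p = 0.0506), and from 652 ± 740 to 64.3 ± 21.5 CPM in females, −3.34 (SE 0.88, edgeR adjusted p = 0.125), so it was past the threshold in neither sex. It passed in both under DESeq2 (−5.23 in males and −3.35 in females), and in males without PE−/− male replicate 4 (−4.85). Without PE+/− female replicate 4, which held 1754 CPM of Fshb, the change in females was −2.17.

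Cga (MSTRG.16484, chromosome 4, 34893779 to 34907370), the subunit shared with thyroid-stimulating hormone, was at 61.6% of the control mean in males (8474 ± 3353 to 5221 ± 2588 CPM, log2 fold change −0.70, edgeR adjusted p = 0.97) and at 77.5% in females (6412 ± 1160 to 4971 ± 2441 CPM, −0.37, edgeR adjusted p = 0.701). The male value came to −0.42 without PE+/− male replicate 1 and −0.38 without PE−/− male replicate 4, and the female value to −0.25 without PE+/− female replicate 2, −0.015 without PE−/− female replicate 1 and −0.68 without PE−/− female replicate 2. Nr0b1 (MSTRG.26917, chromosome X, 86191764 to 86195947) fell at least 36.8-fold in males (20.8 ± 3.56 to 0.179 ± 0.266 CPM, edgeR adjusted p = 0.0203) and had a log2 fold change of −5.62 in females (17.6 ± 4.63 to 0.341 ± 0.376 CPM, SE 0.79, edgeR adjusted p = 0.0298). It lost the threshold in 5 of the fits without a library in each sex, those without PE+/− male replicate 1, 3 or 4 (log2 fold change −6.77, −6.76 and −6.66), PE−/− male replicate 1 or 2 (−6.39 and −6.67), PE+/− female replicate 2, 3 or 4 (−5.56, −5.79 and −5.52) and PE−/− female replicate 2 or 3 (−5.45 and −6.66). Spp1 (MSTRG.18897, chromosome 5, 104435118 to 104441050) fell by 3.31 on the log2 scale in males (SE 0.75, edgeR adjusted p = 0.290) and by 2.47 in females (SE 0.28, edgeR adjusted p = 0.0194). Its call in females went without PE+/− female replicate 2 (−2.54) and without PE−/− female replicate 1 (−2.58), 2 (−2.51) or 3 (−2.32). Tgfbr3l (MSTRG.23475, chromosome 8, 4248214 to 4251423) had the smallest p of all genes in females, from 133 ± 22.8 to 3.24 ± 0.0901 CPM (−5.36, SE 0.21, edgeR adjusted p = 0.000253). In males it went from 107 ± 128 to 3.23 ± 0.530 CPM (−5.05, SE 0.82, edgeR adjusted p = 0.0952), and it passed the threshold without PE+/− male replicate 3 (−3.75). With the counts of the overlapping Gm49320 added, the means were 140 ± 118 and 3.24 ± 0.546 CPM in males and 133 ± 22.9 and 3.25 ± 0.0755 CPM in females. Grem1 (MSTRG.13899, chromosome 2, 113746164 to 113758646) was at 25.99 ± 10.1 CPM in PE+/− males and 1.45 ± 1.02 CPM in PE−/− males (−4.16, SE 0.60, edgeR adjusted p = 0.0605), and passed without PE−/− male replicate 4 (−3.83). In females it was low in both groups, at 1.22 ± 0.868 and 1.44 ± 0.217 CPM (0.21, edgeR adjusted p = 0.950), and the change in females ran from −0.19 without PE+/− female replicate 1 to 0.58 without PE+/− female replicate 2. The interaction did not pass the threshold (4.35, edgeR adjusted p = 0.118).

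**Figure D1:**
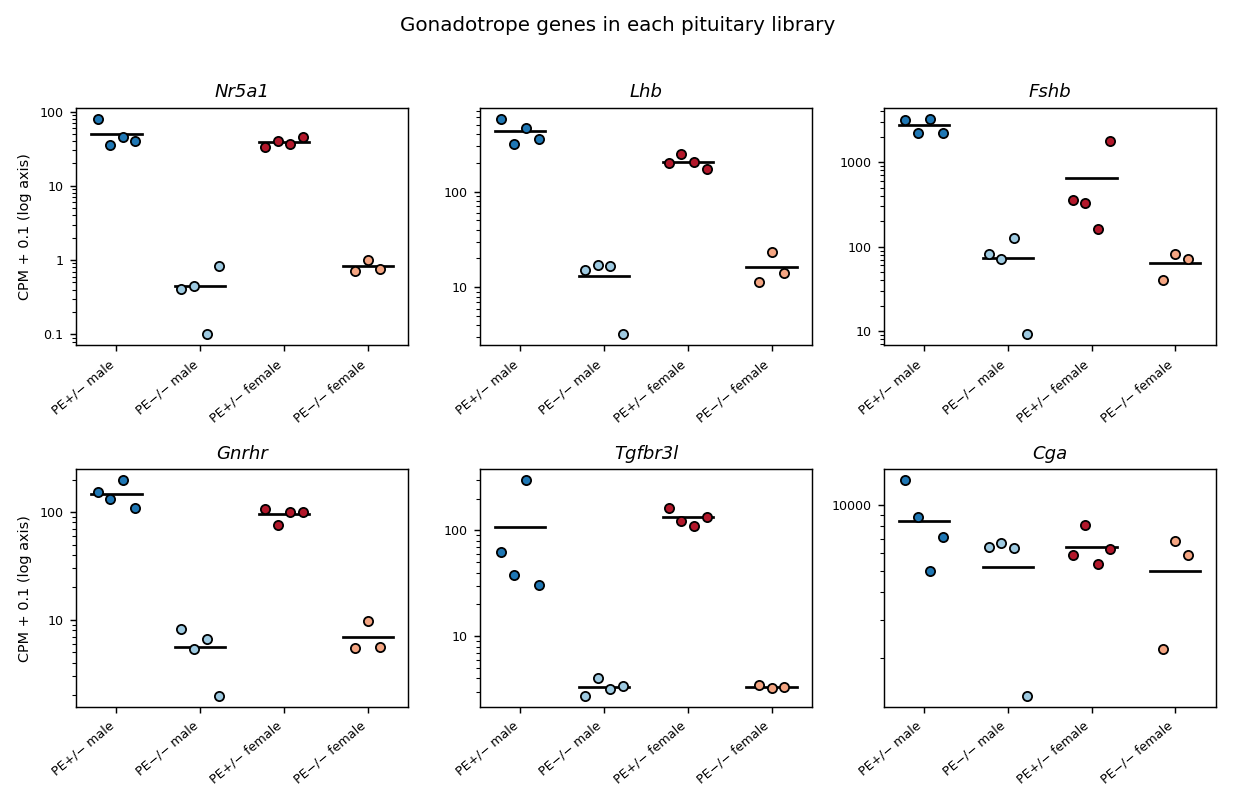
CPM with 0.1 added, on a log axis, of 6 gonadotrope genes in each library of the 4 groups (points) with the group mean (bars). Nr5a1 lay between 33.7 and 80.2 CPM in PE+/− libraries and between 0 and 0.897 CPM in PE−/− libraries, while the Cga values of both genotypes overlapped.

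The hormone genes of other pituitary cells did not pass the threshold in males, with log2 fold changes of −0.61 for Gh (MSTRG.4689, edgeR adjusted p = 0.727), −0.17 for Prl (MSTRG.6351, 0.990), 0.60 for Pomc (MSTRG.5021, 0.983) and −0.38 for Tshb (MSTRG.15742, 0.987). The Prl value changed sign without PE+/− male replicate 1 (0.13), PE−/− male replicate 2 (0.14) or PE−/− male replicate 3 (0.06), and was −1.02 without PE−/− male replicate 4. Pomc ran from 0.033 without PE−/− male replicate 3 to 0.98 without PE−/− male replicate 1, and Tshb from −0.70 without PE+/− male replicate 2 to −0.046 without PE−/− male replicate 4. In females Prl fell from 30120 ± 5984 CPM (SD, n = 4) to 5084 ± 579 CPM (n = 3), a log2 fold change of −2.58 (SE 0.21, edgeR adjusted p = 0.00698), and Gh (0.62, adjusted p = 0.365), Pomc (0.45, 0.455) and Tshb (0.31, 0.656) did not pass. Gh was at 0.27 without PE−/− female replicate 1, and Tshb ran from 0.16 without PE+/− female replicate 3 to 0.55 without PE+/− female replicate 2. For Prl the interaction was −2.40 (edgeR adjusted p = 0.274), so the sexes were not shown to differ.

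A rule on adjusted p, separation of the groups and mean count named 5 genes that fell in males. Ramp1 (MSTRG.877, chromosome 1, 91179822 to 91225196) fell from 46.4 ± 6.10 to 8.75 ± 1.26 CPM (SD, n = 4 each), a log2 fold change of −2.41 (SE 0.17, edgeR adjusted p = 0.00262). Slc40a1 (MSTRG.366, chromosome 1, 45908068 to 45926523) fell from 38.2 ± 3.91 to 13.6 ± 0.997 CPM (−1.49, SE 0.13, edgeR adjusted p = 0.00502). Slurp2 (MSTRG.8690, chromosome 15, 74742764 to 74746693) fell from 4.09 ± 0.560 CPM to 0 counts in each PE−/− male, at least 7.22-fold (edgeR adjusted p = 0.0106), and lost the threshold without PE+/− male replicate 4 (log2 fold change −9.35). Rasgrf1 (MSTRG.25916, chromosome 9, 89909908 to 90026977) fell from 99.0 ± 14.04 to 20.7 ± 6.61 CPM (−2.26, SE 0.23, edgeR adjusted p = 0.0117), and lost the threshold without PE−/− male replicate 1 (−2.19) or 2 (−2.17). Gnrhr, given above, was the fifth.

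Of the 5 genes named for a rise in males, 1810043G02Rik (MSTRG.2530, chromosome 10, 77978524 to 77986905) went from 4.51 ± 1.47 to 66.8 ± 3.15 CPM (SD, n = 4 each; log2 fold change 3.89, SE 0.24, edgeR adjusted p = 0.00189). It was not past the threshold in the fit on all 15 libraries (3.89). Psd2 (MSTRG.11574, chromosome 18, 35964830 to 36014715) rose from 1.54 ± 0.336 to 15.5 ± 3.16 CPM (3.33, SE 0.25, edgeR adjusted p = 0.00306) and Npbwr1 (MSTRG.27, chromosome 1, 5913707 to 5917398) from 2.75 ± 0.769 to 32.1 ± 8.30 CPM (3.55, SE 0.29, edgeR adjusted p = 0.00447). Coch (MSTRG.5317, chromosome 12, 51593341 to 51605771) rose from 0.743 ± 0.395 to 20.5 ± 4.21 CPM (4.77, SE 0.40, edgeR adjusted p = 0.00464). Sox14 (MSTRG.26010, chromosome 9, 99874106 to 99876170) rose at least 10.7-fold from a mean near the floor (0.416 ± 0.245 to 7.60 ± 2.33 CPM, edgeR adjusted p = 0.0117), and lost the threshold without PE+/− male replicate 1 (log2 fold change 4.14) or 3 (4.08) and without PE−/− male replicate 1 (4.19) or 2 (4.11).

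The same comparison in females gave 189 of 18085 genes past the threshold, 63 higher and 126 lower, 54 of them lower past −2, and 2920 genes at an unadjusted p under 0.05. DESeq2 raised the counts the most, to 1431 genes and 221 lower past −2. Single libraries moved them as well, with 29 genes without PE−/− female replicate 3, 31 without PE−/− female replicate 2, 33 without PE+/− female replicate 2, 56 without PE−/− female replicate 1, 91 without PE+/− female replicate 4, 93 without PE+/− female replicate 3 and 244 without PE+/− female replicate 1. Lower genes past −2 ran from 18 without PE−/− female replicate 2 to 74 without PE+/− female replicate 1. Among the 189 genes, 10 had an overlapping gene that moved the other way, such that their change shrank by more than 50% once both were summed, and they are uncertain.

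Besides Tgfbr3l, Nr5a1 and Gnrhr, the rule named Akr1c14 and Zfp46 among the genes that fell in females. Akr1c14 (MSTRG.6088, chromosome 13, 4049011 to 4090688) went from 464 ± 167 CPM (SD, n = 4) to 0.483 ± 0.114 CPM (n = 3), a log2 fold change of −9.90 (SE 0.47, edgeR adjusted p = 0.000457). Zfp46 (MSTRG.17504, chromosome 4, 136284683 to 136293942) went from 37.8 ± 4.27 to 4.66 ± 0.303 CPM (−3.02, SE 0.17, edgeR adjusted p = 0.00101). The genes named for a rise were Nell1 (MSTRG.22156, chromosome 7, 49974864 to 50866608), from 9.43 ± 1.48 to 50.5 ± 4.30 CPM (2.42, SE 0.17, edgeR adjusted p = 0.00413), Npbwr1, from 2.03 ± 0.748 to 40.7 ± 8.70 CPM (4.33, SE 0.37, edgeR adjusted p = 0.00698), Epha3 (MSTRG.9866, chromosome 16, 63543534 to 63864175), from 3.64 ± 0.817 to 20.8 ± 1.66 CPM (2.51, SE 0.22, edgeR adjusted p = 0.00698), and Efnb3 (MSTRG.3888, chromosome 11, 69554092 to 69560205), from 2.44 ± 0.822 to 21.3 ± 2.97 CPM (3.12, SE 0.27, edgeR adjusted p = 0.00698). Tnfrsf1a (MSTRG.21088, chromosome 6, 125349362 to 125362484) rose from 17.7 ± 2.64 to 60.6 ± 5.59 CPM (1.77, SE 0.17, edgeR adjusted p = 0.00927), and was not past the threshold in the fit on all 15 libraries (1.77).

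The overlap of both sexes asked which transcripts changed with the loss of the enhancer in males and females alike, whether directly or not. Over the 17074 genes tested in both, 8 were lower in both (Aebp1, Gnrhr, Lhb, Nr0b1, Nr5a1, Rasgrf1, Slurp2 and Sult5a1), of 14 lower in males and 116 lower in females, where 0.0951 would share by chance (Fisher's exact test, p = 1.03e-14). Another 4 were higher in both (Ces1d, Efnb3, Npbwr1 and Psd2), of 8 and 63, against 0.0295 by chance (Fisher's exact test, p = 1.16e-08). Genes are not independent of each other, so these p values describe the overlap only. No gene was past the threshold in opposite directions, and at an unadjusted p under 0.05 in both sexes 272 genes moved the same way and 60 in opposite ways. Of the 22 genes past the threshold in males that were also tested in females, 19 moved the same way there, and 148 of 179 from females moved the same way in males. Across all genes the log2 fold changes of the sexes had a Spearman correlation of 0.149. The count of 8 was highest under DESeq2, at 31. It ranged from 2 without PE−/− male replicate 2 to 9 without PE−/− male replicate 4.

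**Figure D2:**
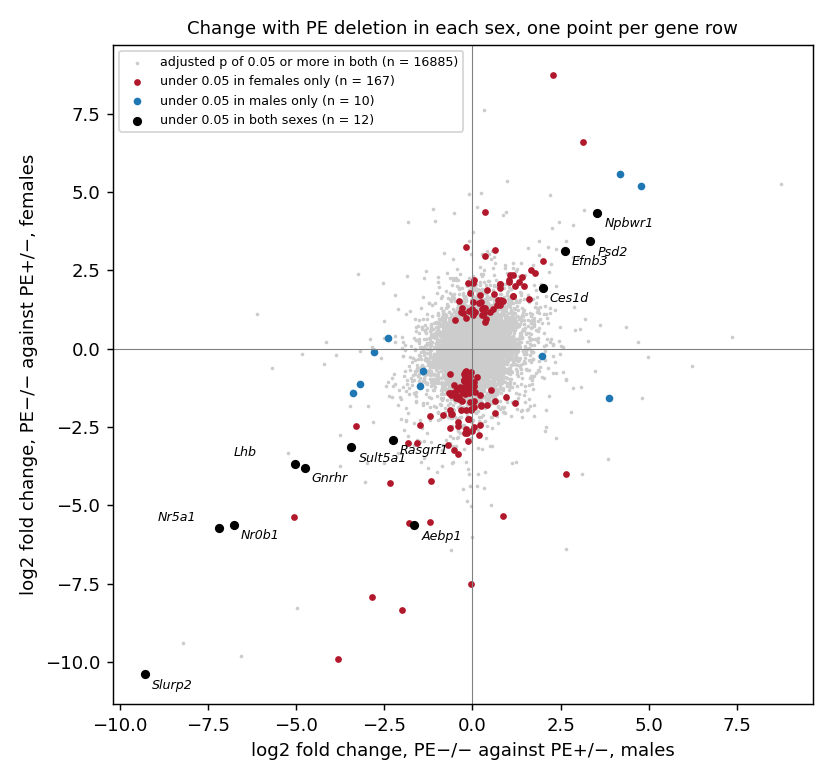
Log2 fold change of PE−/− against PE+/− in males (horizontal) and in females (vertical), with 1 point per gene tested in both sexes. Black points mark the 12 genes past an adjusted p of 0.05 in both sexes, blue the 10 in males only, red the 167 in females only and grey the remaining 16885.

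Whether the deletion acted differently in the sexes was tested as an interaction over all 15 libraries. Of 19286 genes, 31 were past the threshold, 9 with a more positive and 22 with a more negative change in females, and 1949 had an unadjusted p under 0.05. DESeq2 gave 394. The count ran from 7 without PE−/− female replicate 3 to 71 without PE+/− female replicate 1. Ramp1 fell in males as given above and was at 8.02 ± 1.61 CPM in PE+/− females (SD, n = 4) and 10.2 ± 3.45 CPM in PE−/− females (n = 3), an interaction of 2.75 (SE 0.30, edgeR adjusted p = 0.00518). Tspan7 (MSTRG.26554, chromosome X, 10485158 to 10596605) was at 317 ± 46.2 and 330 ± 29.9 CPM in PE+/− and PE−/− males and at 1160 ± 226 and 321 ± 18.8 CPM in females (−1.91, SE 0.22, edgeR adjusted p = 0.00518). Pcdh11x (MSTRG.27109, chromosome X, 120290259 to 120910619) was at 13.3 ± 2.92 and 21.03 ± 4.62 CPM in males and 79.7 ± 13.2 and 19.3 ± 5.81 CPM in females (−2.71, SE 0.34, edgeR adjusted p = 0.00761). Cd63 (MSTRG.3166, chromosome 10, 128900989 to 128912822) was at 165 ± 16.7 and 165 ± 19.8 CPM in males and 359 ± 26.8 and 142 ± 1.57 CPM in females (−1.34, SE 0.17, edgeR adjusted p = 0.00761). Gm15577 (MSTRG.16308, chromosome 3, 156903863 to 156920780), annotated as an antisense transcript, was at 1.05 ± 0.282 and 1.93 ± 0.861 CPM in males and 91.6 ± 65.6 and 2.29 ± 0.415 CPM in females (−6.21, SE 0.78, edgeR adjusted p = 0.00761). It overlaps Negr1, and its value is uncertain.

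**Figure D3:**
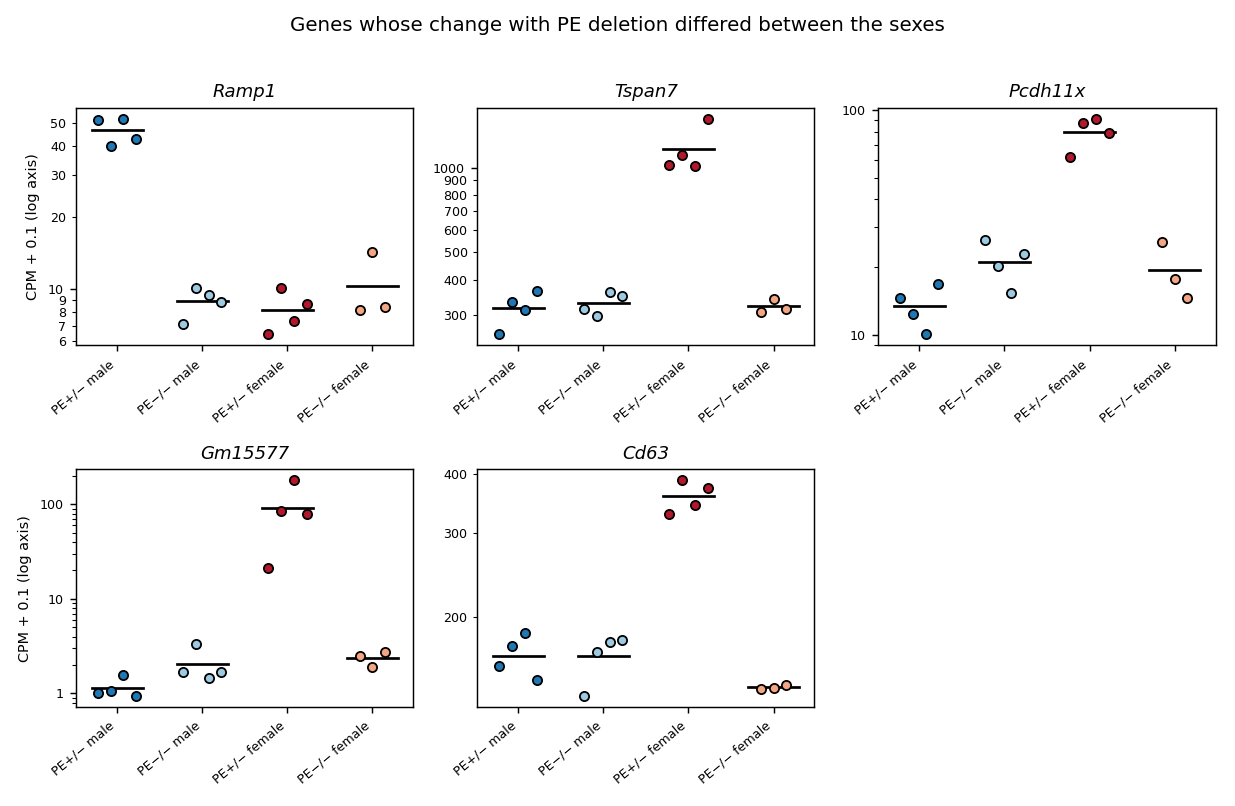
CPM with 0.1 added, on a log axis, of the 5 genes with the smallest adjusted p for the interaction, in each library (points) with the group mean (bars). PE+/− females stand apart from the other groups in Tspan7, Pcdh11x, Gm15577 and Cd63, and PE+/− males in Ramp1 (46.4 CPM against 8.02 to 10.2 CPM).

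The sexes were then compared within each genotype. Between PE+/− females and PE+/− males, 115 of 17163 genes were past the threshold, 71 higher and 44 lower in females, of which 100 were autosomal, 11 on the X and 4 on the Y chromosome. At an unadjusted p under 0.05 there were 2311. DESeq2 gave 900 genes, and the fits without a library ran from 34 (without PE+/− male replicate 4) to 113 (without PE+/− female replicate 1). Between PE−/− females and PE−/− males, 9 of 18217 genes were past it, 3 higher and 6 lower, with 3 autosomal, 2 on the X and 4 on the Y chromosome, and 614 had an unadjusted p under 0.05. DESeq2 gave 41, and the count rose to 27, 16 and 20 without PE−/− female replicate 1, 2 and 3. Of the autosomal genes past the threshold in PE+/−, 92 were tested in PE−/−, where 35 kept their direction and the median size of the log2 difference was 0.187 against 1.63 in PE+/−. None was past the threshold in both genotypes, and 1 of the 92 had an unadjusted p under 0.05 in PE−/−.

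Among the genes with the smallest adjusted p in PE+/−, Ddx3y (MSTRG.27379, 122 ± 23.2 CPM in males) was at least 182-fold lower in females, Uty (MSTRG.27378) at least 23.6-fold and Eif2s3y (MSTRG.27377) at least 22.0-fold (edgeR adjusted p = 0.0016, 0.00195 and 0.00339). Ramp1 was lower in females by 2.53 on the log2 scale (SE 0.19, edgeR adjusted p = 0.00333) and Pcdh11x higher by 2.58 (SE 0.21, edgeR adjusted p = 0.00347). Kdm5d (MSTRG.27375) was at least 12.4-fold lower (edgeR adjusted p = 0.0192), a call that went without PE+/− male replicate 4 (log2 difference −10.13), and Xist (MSTRG.27020) at least 70.3-fold higher (edgeR adjusted p = 0.00347). In PE−/−, Eif2s3y, Kdm5d, Ddx3y and Uty were at least 25.2-fold, 27.7-fold, 208-fold and 29.5-fold lower in females, and Xist at least 109-fold higher (edgeR adjusted p = 0.00339, 0.00339, 0.0121, 0.0137 and 0.0121). The call of Xist went without PE−/− male replicate 4 (8.64), and that of Uty without PE−/− male replicate 1 (−7.66) or 4 (−7.67). B3gnt2 (MSTRG.3345, chromosome 11, 22759738 to 22860961) was at 1.21 ± 0.619 CPM in PE−/− males and 80.6 ± 16.9 CPM in PE−/− females (6.04, SE 0.42, edgeR adjusted p = 0.0073), but it overlaps Gm28048, and the sum of both differed by only −0.42. It was not past the threshold in the fit on all 15 libraries (6.03).

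Lists of marker genes of pituitary cell types and of 2 signals, fixed before the data were examined, asked whether other cells changed. By the rotation test fry, 1 of 13 lists was past an adjusted p of 0.05 in males, the gonadotrope list (median log2 fold change −5.03, adjusted p = 0.000226). Without the genes that the study names as picked on these libraries, the 4 left (Nr5a1, Lhb, Gnrhr and Cga) had medians of −4.89 in males (unadjusted p = 2.55e-05) and −3.74 in females (5.8e-06). The medians of the other lists in males were −0.14 (somatotrope), −0.30 (lactotrope), 0.30 (corticotrope), 0.71 (melanotrope), −0.19 (thyrotrope), 0.33 (stem or folliculostellate), −0.17 (posterior lobe), −0.44 (endothelial), 0.18 (immune), −0.89 (erythroid) and 0.22 (immediate early). The oestrogen-induced list had a median of −1.22, or −0.92 with genes at the floor set to their bound (fry adjusted p = 0.181), and passed the threshold without PE−/− male replicate 4 (−1.89), while it came to −0.67 without PE+/− male replicate 3. The somatotrope median changed sign without PE−/− male replicate 3 (0.04), and that of the posterior lobe, with 3 genes tested, without PE+/− male replicate 4 (1.19) and without PE−/− male replicate 1 (0.06), 2 (0.16) or 4 (0.14). Single libraries moved the other medians as well. Without PE+/− male replicate 1 the corticotrope median was 0.51 and the immediate early 0.70, and without PE+/− male replicate 2 the corticotrope was 0.061, the stem or folliculostellate 0.13 and the erythroid −0.54. Without PE+/− male replicate 3 the endothelial was −0.24 and the immune 0.072, and without PE+/− male replicate 4 the melanotrope was 1.08. Without PE−/− male replicate 2 the lactotrope was −0.091 and the thyrotrope −0.33, and without PE−/− male replicate 3 the melanotrope was 0.47. Without PE−/− male replicate 4 the lactotrope was −0.56, the thyrotrope −0.046, the erythroid −1.56 and the immediate early 0.039. The choice of set test moved the male count the most, to 6 lists by camera with a preset correlation of 0.01. Of these only the gonadotrope list also passed under fry and under camera with an estimated correlation.

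In females 6 of 12 lists passed by fry. These were the gonadotrope (median −3.67, fry adjusted p = 0.000139), stem or folliculostellate (0.66, 0.00896), oestrogen-induced (−2.69, 0.00937), corticotrope (0.45, 0.0113), lactotrope (−0.94, 0.0310) and somatotrope lists (0.62, 0.0456). The medians of the others were 0.47 (melanotrope), 0.35 (thyrotrope), −0.32 (endothelial), 0.17 (immune), −0.85 (erythroid) and 0.40 (immediate early). Camera passed 7 lists, the same 6 and the erythroid list, and camera with an estimated correlation passed the gonadotrope list only. Every fit but that without PE+/− female replicate 3 that left out a female library lost the lactotrope call, with medians from −1.03 to −0.75, and all but those without PE−/− female replicate 1 or 2 lost the somatotrope call (0.54 to 0.80). The thyrotrope list passed without PE+/− female replicate 2 (0.48) and the erythroid list without PE+/− female replicate 4 (−1.05), and the latter was at −1.29 without PE−/− female replicate 3. The melanotrope median was 0.28 without PE+/− female replicate 2, the immune ran from 0.028 without PE+/− female replicate 4 to 0.37 without PE+/− female replicate 2, and the immediate early from 0.16 without PE+/− female replicate 2 to 0.72 without PE−/− female replicate 2. For the interaction, a test of the lists chosen after seeing the data, fry passed 2 of 13 lists, the gonadotrope (median 1.26, fry adjusted p = 0.0489) and the somatotrope list (1.13, 0.0489). Neither held with library totals in place of TMM factors (0 lists, with 3 at an unadjusted p under 0.05), and the count was 0 in 11 of the 15 fits without a library and 3 without PE−/− male replicate 2. The other interaction medians lay between −1.76 (posterior lobe) and 0.68 (thyrotrope).

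**Figure D4:**
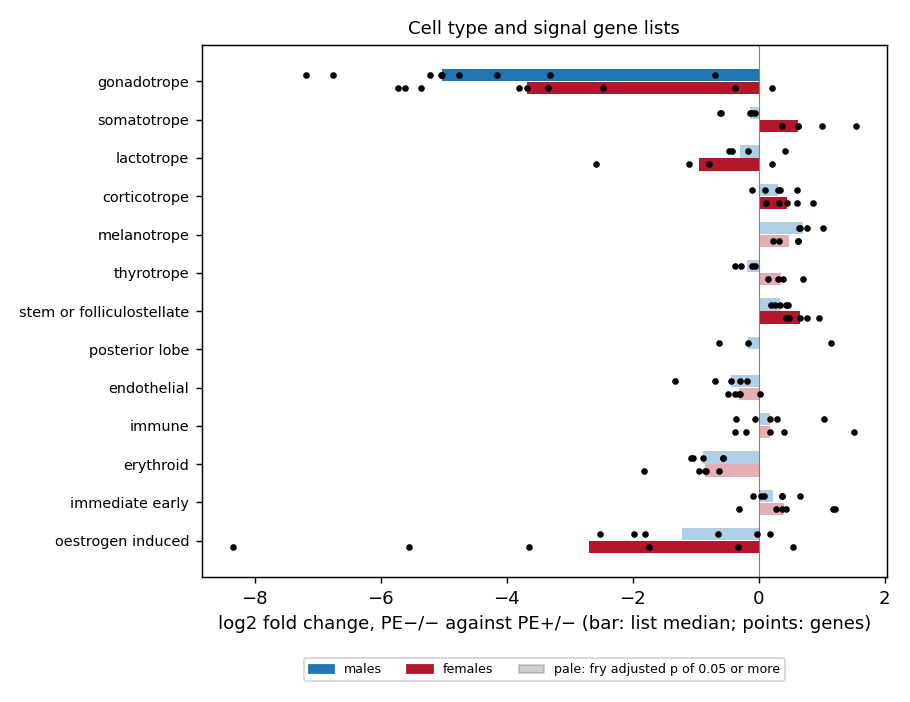
Log2 fold change of PE−/− against PE+/− for each marker list in males (blue) and females (red), where bars are list medians and points single genes. Pale bars have a fry adjusted p of 0.05 or more, and the gonadotrope list has the largest fall in both sexes (−5.03 and −3.67).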

Values the study reported

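In its text the study states that 43 genes had reduced pituitary expression in PE−/− males, at a log2 fold change under −2. It names 189 genes with higher expression in isolated gonadotropes than in the whole pituitary, and 16 genes shared by both sets. By qRT-PCR it puts Cga in PE−/− females at about 70% of the control value, and reports a larger reduction in PE−/− males.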

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

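The tests of overlapping genes at single libraries, of Gm49320, of the thyrotrope list, of the cells and tissue behind the Fshb library, of PE+/− tissue in the Zfp46 library, and all tests of why the gonadotrope list fell less in females were chosen only after the result was seen.

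Single libraries lay far from the other 3 of their group in 13 of 133 groups of 4 libraries tested, where 6.65 would do so by chance if values were normally distributed. In males these were Tgfbr3l (297.6 CPM) and Akr1c14 (279.8 CPM) in PE+/− replicate 3, Lhb (3.13 CPM), Cga (1346 CPM) and Akr1c14 (24.47 CPM) in PE−/− replicate 4, Rasgrf1 (30.5 CPM) in PE−/− replicate 3, and Zfp46 (34.31 CPM) and Gm15577 (3.217 CPM) in PE−/− replicate 2. In females they were Fshb (1754 CPM) and Efnb3 (3.661 CPM) in PE+/− replicate 4, 1810043G02Rik (59.52 CPM) in PE+/− replicate 3, Sox14 (0.5445 CPM) in PE+/− replicate 2 and Ddx3y (0.1563 CPM) in PE+/− replicate 1. The Ddx3y value was 2 counts, under the floor, and that of Sox14 was 13, just above it. In both genes the other 3 libraries were at 0, so any count would lie far from them. CPM values need not be normally distributed, so 13 is not shown to exceed chance. Reads shared between overlapping genes do not explain 3 of the values, those of Akr1c14 and Cga, which kept their distance once overlapping genes were added. The values of Tgfbr3l, Lhb, Gm15577 and Ddx3y lost theirs. A gene with many counts also hides a distance when added, so shared reads cannot be told apart from a real departure there. Libraries that differ as a whole are argued against for the 3 libraries tested, since PE−/− male replicate 4, PE+/− male replicate 3 and PE+/− female replicate 4 were the outlying one in 1.73%, 1.67% and 1.5% of genes, where the shares of all libraries in groups of 4 ran from 1.09% to 2.77%. No biological explanation was tested for the set.

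The high Tgfbr3l of PE+/− male replicate 3 is not wholly explained by reads given to the overlapping Gm49320 in the other libraries. Gm49320 held 130.5 CPM in replicate 4 but 0 in replicates 1 and 2, which stayed at 62.93 and 37.99 CPM with both genes summed. Replicate 4 came to 160.7 CPM with both summed, against 297.6 CPM in replicate 3. Replicate 3 was thus still the highest, but no longer far from its group once overlapping genes were added. The low Lhb and Cga of PE−/− male replicate 4 could come from fewer cells that make glycoprotein hormones, since the median of the thyrotrope list in this library was −0.339 from the group mean on the log2 scale, lower than in the other 3 libraries (0.0752 to 0.385). A lower amount per cell stays open. The high Fshb of PE+/− female replicate 4 is not explained by more gonadotropes, since the median log2 ratio of Nr5a1, Lhb and Gnrhr to the other 3 libraries was 0.0941 against 2.62 for Fshb, nor by male tissue, since the 4 Y-linked genes had 0 counts. The day of the oestrous cycle, on which Fshb depends, was not tested. The high Zfp46 of PE−/− male replicate 2 is not explained by PE+/− tissue, since Nr5a1 in it was at 0.686% of the PE+/− males where Zfp46 was at 81.4%. A strain difference at Zfp46 was not tested.

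The effect of the deletion differed between the sexes, by a test of the interaction, in 31 genes, among them Ramp1 (2.746 on the log2 scale), Tspan7 (−1.914), Pcdh11x (−2.707), Gm15577 (−6.212) and Cd63 (−1.337). As many genes came from 1 of the 100 splits of the 15 libraries that were drawn, the real one, although the highest count in another split was 29. The splits shuffled the sex labels within each genotype, which also breaks up plain differences between the sexes. They therefore cannot single out an interaction. Reads shared between overlapping genes, GC content, gene length and library size are each argued against as the whole cause. Of the 31 genes, 2 shrank by more than 50% when summed with an overlapping gene, and 27, 29 and 27 stayed past the threshold after removal of a GC trend, removal of a length trend and thinning to the smallest library. A difference between the sexes in the response to the deletion is a hypothesis that stays open, and so does the loss of ovarian cycles in PE−/− females, which was not tested. The counts from 7 to 71 in the fits without a library show that its size is poorly fixed.

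The gonadotrope list (interaction median 1.259) and the somatotrope list (1.133) also differed by a test of the interaction, which was chosen after seeing the data for the lists. As many lists came from 1 of the 100 splits drawn of the 15 libraries, the real one, and the highest count in another was 1. These splits also shuffled sex within each genotype, so they cannot single out an interaction of the lists either. The list was lower in females than in males by a median of −0.7303 in PE+/− and by −0.0065 in PE−/−. These differences make up the interaction itself, so a lower level in the control females cannot be told apart as the cause of the smaller fall. Genes that the study names as picked from these libraries are argued against as the whole cause, since the 4 other list genes had a fry p of 0.0221. Values near the floor cannot be told apart as a cause, since the 6 list genes above the floor in every PE−/− library had an interaction median of 0.9025 but a fry p of 0.0982, and a test of 6 genes may miss a difference. For the somatotrope list, Gh alone is argued against, since the list without Gh had a fry p of 0.00838, and so are a few genes that take most of the counts, since the p was 0.00748 without the 10 largest genes. Fewer or less active somatotropes in one sex, and the sex difference itself, stay open as untested. Both lists lost the threshold under most alternatives given in the next part.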

How the results depend on the processing

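Every choice described here was fixed before the data were examined, except counts divided by 4, the likelihood ratio test with no low-count filter, and the comparison of lists between the sexes with its alternatives, all chosen after seeing the data. Size factors, library totals, the 1 CPM filter, sums per locus, leaving out genes with all-or-none libraries and counts divided by 4 moved no count of genes past 1.5 times, and other scalings moved the median log2 fold change of a comparison by less than 0.1. For alternatives other than the block and the fits without a library, Nr5a1 stayed past the threshold in both sexes.

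The number of genes rested mostly on the test. DESeq2 gave 206 genes in males against 23, 1431 in females against 189, 394 for the interaction against 31, 900 between the sexes in PE+/− against 115 and 41 in PE−/− against 9. The likelihood ratio test gave 138, 710, 202, 422 and 33. With no low-count filter besides, it gave 181 in males, 660 in females, 503 between the sexes in PE+/− and 56 in PE−/−. The quasi-likelihood test with no low-count filter gave 123 in females and 66 between the sexes in PE+/−. One fit on all 15 libraries gave 37 in males, 714 in females and 421 between the sexes in PE+/−. Lower genes past −2 came to 40, 38 and 51 in males, against 12, and 221, 206 and 217 in females, against 54, under DESeq2, the likelihood ratio test and that test with no low-count filter, and to 92 in females in the fit on all libraries. Genes lower in both sexes came to 31, 19 and 19 under the same 3 alternatives, against 8, and gonadotrope genes past the threshold in males to 8, 8 and 9, against 4, and to 7 in the fit on all libraries. On simulated data the likelihood ratio test and DESeq2 both recovered more changed genes and made more false calls, and the cause of the other shifts was not tested.

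Marker lists past the threshold came to 6 in males by camera, against 1, and to 1 in females by camera with an estimated correlation, against 6. For the lists that differ between the sexes, against 2, there were 4 by camera and 0 by camera with an estimated correlation, with DESeq2 size factors or with library totals, where 2, 3 and 3 lists had an unadjusted p under 0.05. The cause was not tested.

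Replicate numbers did not pair the libraries. Over 14 pairs of libraries with the same number, the correlation of their deviations from the group means ran from −0.081 to 0.132, with 2 over 0.1. The fit with the number as a block gave 0 genes in males, 1 in females, 0 for the interaction, and 0 between the sexes in both genotypes, where 817, 2632, 1612, 1674 and 605 had an unadjusted p under 0.05. With the block there were 0 lower genes past −2 in males (52 unadjusted) and 1 in females, 0 lower in both sexes (66 unadjusted), 0 gonadotrope genes past the threshold in either sex (8 and 7 unadjusted) and 0 lists that differ between the sexes (2 unadjusted). Nr5a1 had a log2 fold change of −7.29 in males and −5.67 in females, neither past the threshold. The block leaves fewer degrees of freedom. Under it 42 of the 58 results on named genes became weaker, that is, lost the threshold they had passed. Of the 38 list medians 7 changed, 5 weaker and 2 stronger.

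Across the 8 fits that each left out one replicate in males, the count ran from 11 to 35 genes, lower genes past −2 from 5 to 18, gonadotrope genes from 0 to 6 (9 unadjusted at the lowest), lists from 1 to 2 and the log2 fold change of Nr5a1 from −7.80 to −6.78. Across the 7 fits that each left out one replicate in females, these ran from 29 to 244, 18 to 74, 4 to 6, 4 to 5 and −5.92 to −5.62. Across the 15 fits that each left out one replicate, genes of the interaction ran from 7 to 71, genes lower in both sexes from 2 to 9 and lists that differ between the sexes from 0 to 3. Counts between the sexes ran from 34 to 113 in PE+/− over 8 fits and from 7 to 27 in PE−/− over 7. Leaving out a library leaves fewer samples, which lowers the counts, and the cause of each rise was not tested.

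Some values changed sign in fits that each left out one replicate, and none of these was past the threshold. In males the somatotrope median ran from −0.27 to 0.038, the posterior lobe median from −1.61 to 1.19 and Prl from −1.02 to 0.14. In females Grem1 ran from −0.19 to 0.58. Of the interaction medians, the corticotrope list ran from −0.079 to 0.45, the posterior lobe from −3.14 to 0.83, the immune from −0.088 to 0.55, the erythroid from −0.61 to 0.55 and the immediate early from −0.13 to 0.62. The cause was not tested.

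Of the 58 results on named genes, 16 changed in a fit without a library (11 weaker, 3 stronger, 2 reversed) and 9 under other settings (4 weaker, 5 stronger). Of the 38 list medians, 15 changed in a fit without a library (4 weaker, 4 stronger, 7 reversed) and 2 under other settings, both weaker. The rest kept their direction and their side of the threshold.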

Other observations

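The tests of the number of female libraries, of the spread between PE−/− libraries, of a neighbour of 1810043G02Rik, of the gonadotrope list without genes that the study names as picked, and of the gene that overlaps B3gnt2 were chosen only after the result was seen.

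Other splits of the same libraries were fitted in the same way. As many genes as in males came from 1 of the 35 splits of the 8 libraries, the real one (highest other count 16), and as many as in females from 1 of the 35 splits of the 7 libraries (highest other 8). Lower genes past −2 were matched in 2 of the 35 splits in males, where one other split gave 13 past −2 in one direction, so an arbitrary grouping of the libraries could give a count of that size, and in 1 of the 35 in females (highest other 5). Genes lower in both sexes were matched in 1 of 100 splits drawn, gonadotrope genes past the threshold in 1 of the 35 splits in each sex, and lists in 3 of the 35 in males and 1 of the 35 in females. The study picked part of the gonadotrope list on the real grouping, which favours that grouping in the count of these genes. Genes that differ between the sexes were matched in 1 of the 35 splits in PE+/− (highest other 5) and in 4 of the 35 in PE−/−, so a count of 9 could come from an arbitrary grouping, although 4 of those genes are Y-linked. The larger counts of DESeq2 and of the likelihood ratio test are not explained by calls made by chance alone, since the median over the other splits was 25.5 and 14 genes in males and 45.0 and 26.5 in females, but single splits reached 154 and 88 in males and 677 and 298 in females.

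Technical causes of the calls in males and females are argued against as the whole cause. Of the genes past the threshold, 0 in males and 10 in females shrank by more than 50% when summed with an overlapping gene that moved the other way. After removal of a trend with GC content 23 of 23 in males and 180 of 189 in females stayed past the threshold, after removal of a trend with gene length 23 and 142, and after thinning to the smallest library 22 and 173. Among genes within 500 kb of Nr5a1, 4 were lower in both sexes and 4 were higher in both, which argues against a change of the whole region. A change of single neighbours is not excluded, such as a rise of Gm13589 (1.738 in males and 2.017 in females, neither past the threshold). That the deletion acts on Nr5a1 in the pituitary rather than on its neighbours remains a hypothesis.

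The smaller number of genes that differed between the sexes in PE−/− than in PE+/− is not explained by 3 rather than 4 female libraries, since PE+/− with 1 female library left out gave 39 genes at the lowest, nor by a larger spread, since the common biological coefficient of variation was 41.26% in PE−/− against 44.1% in PE+/−. Choice of genes on their PE+/− values is not the whole cause, since genes chosen on part of the PE+/− libraries still differed by a median of 0.7296 on the log2 scale in held-out PE+/− libraries, in the direction of the choice, against 0.00186 in PE−/−. These are medians of 6 choices, which ran from 0.1678 to 1.229 in PE+/− and from −0.07857 to 0.06476 in PE−/−. The values are consistent with a loss of female-type expression in PE−/− females, where genes higher in females moved by a median of −0.977 against held-out PE+/− females, while they moved by 0.0069 in males. Over the 6 choices the moves ran from −1.64 to −0.4123 in females and from −0.3001 to 0.2516 in males, and the choice on replicates 2 and 3 gave little difference between the sexes (−0.4123 and −0.3001). Genes higher in males moved by a median of 0.1912 in females (0.03508 to 0.4719) and of −0.1764 in males (−0.3484 to 0.02681). A smaller loss of male-type expression in PE−/− males therefore stays open. Whether the loss in females follows from missing ovarian hormones was not tested.

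The fall of the gonadotrope list is not explained by genes that the study names as picked from these libraries (Fshb, Spp1, Tgfbr3l, Grem1, Nr0b2 and Nr0b1), since the 4 other list genes had a fry p of 2.55e-05 in males and 5.8e-06 in females. Not every gene picked is named in its text, so the 4 others are not shown to be unpicked, and they include Nr5a1 itself. Whether the fall of the oestrogen-induced list in females rests on genes that the study picked from these libraries cannot be told apart. The 3 members it did not pick had a median of −0.33 and a fry p of 0.0736, but members picked by their fall leave a smaller fall in the rest either way. Whether a lower share of lactotropes is the whole cause of that fall in females cannot be told apart either. The 3 lactotrope genes tested other than Prl had a median log2 fold change of −0.7865, against −2.69 for the oestrogen-induced list. These 3 genes are too few to decide and went both ways (Drd2 0.2133, Edil3 −0.7865 and Angpt1 −1.102). Prl itself, at −2.575, was near the median of the oestrogen-induced list. The rise of 1810043G02Rik in PE−/− males (62.29 CPM) is not explained by reads shared with a neighbour, since the one gene within 1 kb, Pfkl, gained 4.354 CPM and did not fall. The difference of B3gnt2 between PE−/− sexes may come from reads shared with Gm28048, since the sum of both differed by −0.4212 on the log2 scale.

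In males 12 genes were lower past a log2 fold change of −2 in the quasi-likelihood test of edgeR, 38 in its likelihood ratio test and 51 in the latter with no low-count filter. The study, which used edgeR with the same limits, states a number that is higher than the first and between the others, and does not state which test of edgeR or which low-count filter gave it.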
